# Transcription Factor Occupancy Can Mediate Active Turnover of DNA Methylation at Regulatory Regions

**DOI:** 10.1371/journal.pgen.1003994

**Published:** 2013-12-19

**Authors:** Angelika Feldmann, Robert Ivanek, Rabih Murr, Dimos Gaidatzis, Lukas Burger, Dirk Schübeler

## Abstract

Distal regulatory elements, including enhancers, play a critical role in regulating gene activity. Transcription factor binding to these elements correlates with Low Methylated Regions (LMRs) in a process that is poorly understood. Here we ask whether and how actual occupancy of DNA-binding factors is linked to DNA methylation at the level of individual molecules. Using CTCF as an example, we observe that frequency of binding correlates with the likelihood of a demethylated state and sites of low occupancy display heterogeneous DNA methylation within the CTCF motif. In line with a dynamic model of binding and DNA methylation turnover, we find that 5-hydroxymethylcytosine (5hmC), formed as an intermediate state of active demethylation, is enriched at LMRs in stem and somatic cells. Moreover, a significant fraction of changes in 5hmC during differentiation occurs at these regions, suggesting that transcription factor activity could be a key driver for active demethylation. Since deletion of CTCF is lethal for embryonic stem cells, we used genetic deletion of REST as another DNA-binding factor implicated in LMR formation to test this hypothesis. The absence of REST leads to a decrease of hydroxymethylation and a concomitant increase of DNA methylation at its binding sites. These data support a model where DNA-binding factors can mediate turnover of DNA methylation as an integral part of maintenance and reprogramming of regulatory regions.

## Author Summary

Cell identity is determined by differential gene expression, which in turn is controlled by the combined activity of proximal and distal regulatory elements such as enhancers. DNA within active enhancer elements is marked by a hypomethylated state as a result of transcription factor (TF) binding. Here, using CTCF as an example for a DNA-binding factor, we explore the relationship between binding and DNA methylation at the level of single molecules by enriching for CTCF occupied DNA. To our surprise, methylation at molecules which are bound by CTCF does not differ from the average methylation levels at the binding sites defined by whole-genome bisulfite sequencing. We find that binding strength inversely correlates with DNA methylation within the CTCF motif with heterogenic methylation levels at low occupancy sites, suggesting that CTCF can bind to molecules with different methylation states. Moreover, we observed enrichment of 5-hydroxymethylcytosines at constitutive and cell-type specific TF binding sites indicative of an active demethylation process. To test the requirement of TF binding for the observed hydroxymethylation, and as CTCF deletion is incompatible with the survival of embryonic stem cells, we made use of cells in which REST – a factor which was previously shown to be involved in LMR formation - was genetically deleted. This deletion leads to loss of hydroxymethylation at its binding sites, suggesting that binding is necessary for turnover. Our data support a model in which TF occupancy mediates a continuous turnover of DNA methylation during maintenance and formation of active regulatory regions.

## Introduction

Correct spatial and temporal regulation of genes depends on distal regulatory elements. Reprogramming the activity of these elements is thus central for successful cellular specialization [1], [2]. Active distal regulatory elements are characterized by an open chromatin structure, corresponding to DNaseI hypersensitive sites, specific histone variants and histone modifications [3], [4]. These modifications are thought to regulate the accessibility of the regulatory sequence and thus facilitate transcription factor (TF) binding [5].

Distal regulatory regions that reside outside of CpG islands are further unique, as they show reduced levels of DNA methylation when active [6]–[8]. Importantly, this feature is consistent between cell types so that it can be implemented to identify cell-type specific active regulatory elements as Low Methylated Regions (LMR) [6], [7], [9]–[11]. Although reduced, DNA methylation at LMRs is maintained at a residual level. This reflects heterogeneity within the population of sequenced DNA molecules, given that DNA methylation is binary for any particular cytosine. Functional experiments suggested that reduced methylation at LMRs critically depends on binding of transcription factors [7], but their role in creating methylation heterogeneity and whether this occurs via a passive and/or an active demethylation remains to be identified.

Several lines of evidence further link DNA demethylation to enhancer activity. Demethylation occurs at glucocorticoid receptor binding sites [8] and 5-hydroxymethylcytosine (5hmC), an intermediate of active demethylation via oxidation of 5-methylcytosines (5mC) by TET proteins [12]–[16], is present at active enhancers in embryonic stem (ES) cells as well as during neuronal and adipocyte differentiation [7], [17]–[21]. Importantly, 5hmC can readily be detected in various cell types and thus utilized to locate regions of active DNA demethylation [22], [23].

Here we addressed, whether heterogeneous methylation at LMRs reflects differential occupancy by transcription factors at individual molecules, using the DNA binding factor CTCF as an example. We show that CTCF-bound molecules display similar methylation levels as those observed in the entire cell population at CTCF binding sites. Moreover, for cytosines located within the CTCF motif, we find that binding affinity correlates with the likelihood of being unmethylated, so that CTCF is able to bind any methylation state within low occupancy sites. On the other hand, we find that high levels of hydroxymethylation coincide with the observed low methylation at LMRs, in a process that accounts for up to 20% of the genome-wide dynamics of 5hmC during neuronal differentiation of ES cells. Moreover, the presence of hydroxymethylation depends, at least partially, on TF binding, since genetic deletion of RE1-silencing transcription factor (REST) results in reduced hydroxymethylation at bound LMRs. Our results support a model where TF binding can occur at methylated regions and induce methylation turnover within active regulatory elements.

## Results

### Relation between CTCF occupancy and methylation states at CpG poor regions

Apart from CpG islands, mammalian genomes are mostly methylated. Notable exceptions are LMRs, CpG poor regions that display an average methylation level of 30% as measured by bisulfite sequencing (BisSeq). This reduced methylation marks active distal regulatory regions as it coincides with DNaseI hypersensitivity and enhancer-characteristic histone modifications [7]. We previously showed that, in the case of REST and CTCF, binding of trans-acting factors to DNA is required for LMR formation, yet it remains unclear whether and how this binding is related to the observed variation of DNA methylation between sequenced molecules [7]. Assuming a static model, unmethylated DNA would be limited to those molecules that are occupied by a TF, which in turn predicts that methylated molecules are not occupied, as has been established for imprinted CpG islands (Figure 1A, left) [24], [25]. Alternatively, TFs could occupy all variations of methylation levels within LMRs (Figure 1A, right).

**Figure 1:**
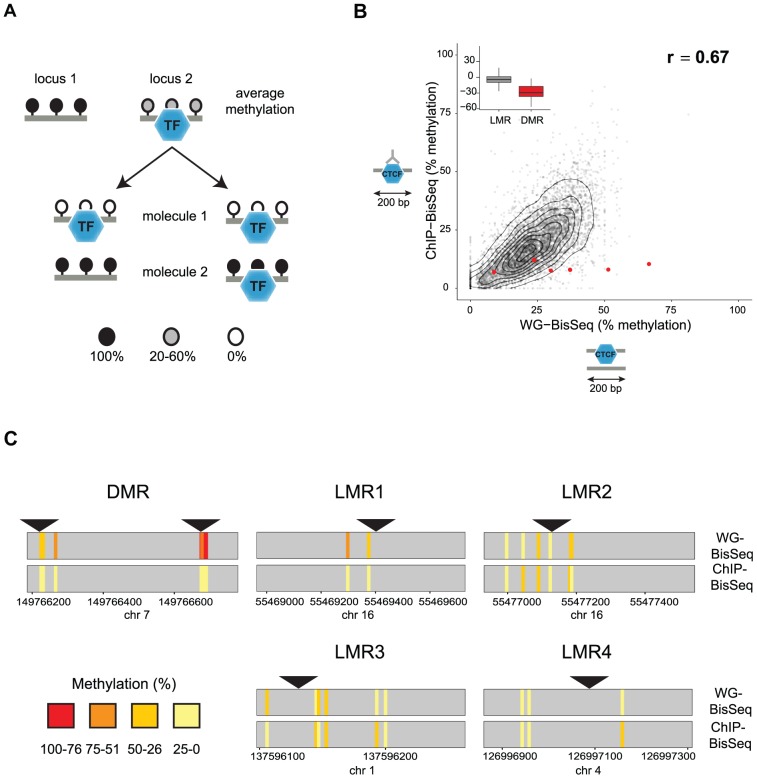
Relation between CTCF occupancy and methylation states in CpG poor regions. (A) LMRs are bound by transcription factors (TF) and have intermediate average methylation levels. There are two possible scenarios how TF binding and DNA methylation at CpG poor regions could be linked. In a static situation (left), TF binding would be linked to the unmethylated state of the bound molecule, whereas unbound molecules are fully methylated as previously shown for imprinted CpG islands. In an unlinked model (right), TF binding is independent of the DNA methylation state, therefore bound molecules display the same variation of methylation levels as the entire population. (B) To distinguish these scenarios we enrich for bound molecules by ChIP and determine their methylation by bisulfite sequencing (ChIP-BisSeq). This results in a high correlation of methylation levels between ChIP-BisSeq (y-axis) and whole genome bisulfite sequencing (WG-BisSeq, x-axis). Each point represents average methylation over a 200 bp region. Shown are only regions centered at a bound CTCF motif which overlaps with an LMR and for which all considered cytosines have a minimal coverage of 10× in both, WG-BisSeq and ChIP-BisSeq. Red points represent average for 200 bp windows centered on CTCF motifs located within DMRs. Boxplots show mean deviation of methylation levels in ChIP-BisSeq from those in WG-BisSeq at LMRs and DMRs in percent methylation. (C) Examples of single cytosine methylation levels in WG-BisSeq (top bars) and ChIP-BisSeq (bottom bars). For LMRs a whole segment is shown. Each bar represents a cytosine. Methylation is shown in a color code (red: high, yellow: low). Position of CTCF motifs is indicated by black triangles. Only cytosines with at least 10× coverage in both, WG-BisSeq and ChIP-BisSeq, are shown.

To test the first scenario, we performed Chromatin-IP (ChIP) in ES cells against the DNA binding factor CTCF and conducted bisulfite sequencing of the immunoprecipitated CTCF-bound DNA (ChIP-BisSeq) (Figure 1B) [26], [27]. 

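CTCF ChIP-BisSeq was performed in 2 replicates with wild type ES cells of a mixed genetic background. For each library, 100 ng of immunoprecipitated DNA was used and the bisulfite-treated DNA was amplified by 18 cycles of PCR. The authors deposited each replicate as a list of CpGs with 2 whole-number counts, the observations covering the CpG and the observations read as methylated. Reads had been aligned to mm9 and methylation called as in the authors' earlier study, and each CpG is listed once, at its cytosine on the plus strand. The paper's text does not name the aligner for the bisulfite reads or say whether PCR duplicates were removed. Replicate 1 holds 13411280 observations at 2640893 CpGs, of which 189 lie on mitochondrial DNA and were left out here. Replicate 2 holds 25262179 observations at 7059577 CpGs. The listed CpGs are 12.4% and 33.1% of the 21342492 CpGs on the autosomes and sex chromosomes. The median coverage of a listed CpG was 3 in replicate 1 and 2 in replicate 2, and 202609 and 258286 CpGs had a coverage of at least 10. Over all observations on these chromosomes, 44.9% were methylated in replicate 1 and 51.5% in replicate 2.

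Methylation was computed as the share of methylated observations, with the paper's minimal coverage of 10, from the replicates pooled as in the paper and from each replicate alone. Confidence intervals (95%) are exact Clopper-Pearson intervals, which cover counting error only. PCR copies of one molecule are not independent, and neither are neighbouring CpGs on one read. Intervals and Fisher exact tests on observations summed over CpGs treat them as independent, so those intervals can be too narrow and the p-values too small. The weight matrix behind the CTCF motif is not in the paper's text. CTCF sites were therefore taken as matches to the consensus YGCCMYCTNSTGG, which fills positions 5 to 17 of the 20 bp motif in Figure 2A. CTCF enrichment was taken from coverage, since no input library belongs to the series. It is the log2 ratio of the mean coverage per CpG in a 200 bp window to the mean coverage per CpG of the library, each after adding a pseudocount of 1, minus the same log2 ratio in the WG-BisSeq library of REST knockout ES cells. That library has another genotype and serves only to correct for CpG density and mappability. Sites with an enrichment of at least 1.5 were called bound and those of at least 4 strongly bound. These limits were taken from the classes drawn in Figure 2C, but the enrichment used here is not on the paper's scale. With the pseudocount, the greater depth of the REST knockout library gives a window without an observation in any library a log2 enrichment of 2.30 for the pooled replicates. Without the most covered CpGs in the mean coverages it would be 1.74.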

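CTCF-ChIP enrichments from the coverage of the ChIP-BisSeq libraries were compared in 200 bp windows centred on CTCF consensus matches. The mm9 genome holds 66204 matches, and 52182 of their windows contain a CpG and could be measured. Across these windows, Pearson's r between the log2 enrichments of the replicates was 0.860, with an SD of 0.00772 over chromosomes. The r is across windows within 1 pair of libraries, and windows are not independent replicates. A pseudocount of 0.25 moved it most, to 0.817. In replicate 1, 27239 windows had no observation, and in replicate 2 this was the case for 14696 windows. With the 23588 windows covered in both replicates, a choice made after seeing the data, r was 0.873. With the replicates pooled, 39712 windows (76.1%) were bound and 16653 strongly bound. Of the bound windows, 6251 had no ChIP-BisSeq observation and passed the limit through low REST knockout coverage, and 0 of the strongly bound windows did. The following counts were also chosen after seeing the data. With mean coverages that leave out the most covered CpGs, 35706 windows were bound and 13320 strongly bound. Without division by REST knockout coverage, 18837 windows were bound and 8019 strongly bound.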

Importantly, the CTCF-ChIP enrichments recovered in our ChIP-BisSeq samples highly correlate with published ChIP enrichments [7] (r = 0.91 and 0.90 for replicate1 and replicate2, respectively) as well as between the replicate experiments (r = 0.91) (Figure S1A). Equally important, methylation for single cytosines correlates between the two replicates (r = 0.8, Figure S1B).

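Both replicates had a coverage of at least 10 at 156262 CpGs, with a median coverage of 26 in replicate 1 and 36 in replicate 2. Pearson's r between the replicates was 0.797 across these CpGs and ranged from 0.776 to 0.815 over chromosomes. Spearman's rho, the alternative that moved it most, was 0.705. If both replicates had been drawn from common methylation levels at the observed coverage, counting alone would have given an r of 0.937. The variance between replicates was 2.58 times the variance expected from counting. At 79.7% of the CpGs the replicates differed by less than 20 percentage points, and 44.7% were below 10% methylation in both. Mean methylation was 22.8% in replicate 1 and 18.8% in replicate 2, a difference of -4.01 percentage points (replicate 2 minus replicate 1; SD over chromosomes 0.420). Replicate 1 had the higher mean on 19 of 19 autosomes. Among single CpGs, 43.7% were higher in replicate 1 and 41.1% in replicate 2, so the offset is one of means and not of most CpGs. With 1 library per replicate this offset has no test between groups, and it sets the spread against which other differences were read.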

Only those CpGs, which show intermediate levels of methylation in BisSeq, can be informative to address our hypothesis. Therefore we first focused on CTCF sites located within LMRs. In this context it should be mentioned that the mean methylation of 30% observed at an LMR represents an average of individual cytosines within this LMR that can vary widely in their methylation percentage ([7] and data not shown). To ask if this heterogeneity is reduced at the occupied molecules, we compared methylation levels between the CTCF-bound fraction and the total population of cells. We first analyzed CpGs residing in sites of known allelic variation in CTCF binding, corresponding to DMRs, where we indeed only recover the unmethylated alleles in the ChIP-BisSeq assay (Figure 1B–C). This agrees with a recent report and confirms that our ChIP-BisSeq provides correct methylation status of bound molecules [25], [26].

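The DMR upstream of H19 drawn in Figure 1C holds 23 CpGs on chromosome 7 of mm9, from 149766184 to 149766690. The annotation lists no gene across it, and its midpoint lies 2389 bp from the start of H19. No match to the consensus used here in place of the paper's weight matrix lies within the interval, even with 1 mismatch allowed. This does not show that CTCF sites are absent, since the paper counts DMRs among known sites of allele-specific CTCF binding. In these counts, reads of the interval are assigned to CTCF by their coverage alone. The pooled coverage was 20.5 observations per CpG, 11.3 times the mean of the libraries. In the pooled replicates, the mean methylation of the 18 CpGs with a coverage of at least 10 was 8.95%. Single CpGs ranged from 0% to 35.7%, and 7 of the 18 had no methylated observation. Over these CpGs, 4.55% of the observations were methylated in replicate 1 and 8.89% in replicate 2, or 6.72% ± 3.07 (SD, n = 2). Summed over all 23 CpGs, 4.47% of 179 observations were methylated in replicate 1 and 11.0% of 292 in replicate 2. This difference is larger than counting of independent observations alone gives (two-sided Fisher exact test between the 2 libraries, p = 0.0164). The value rests largely on replicate 2. Without it, only 7 CpGs reached a coverage of 10, none of them with a methylated observation, while without replicate 1 the mean was 10.6% over 17 CpGs.

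**Figure D1:**
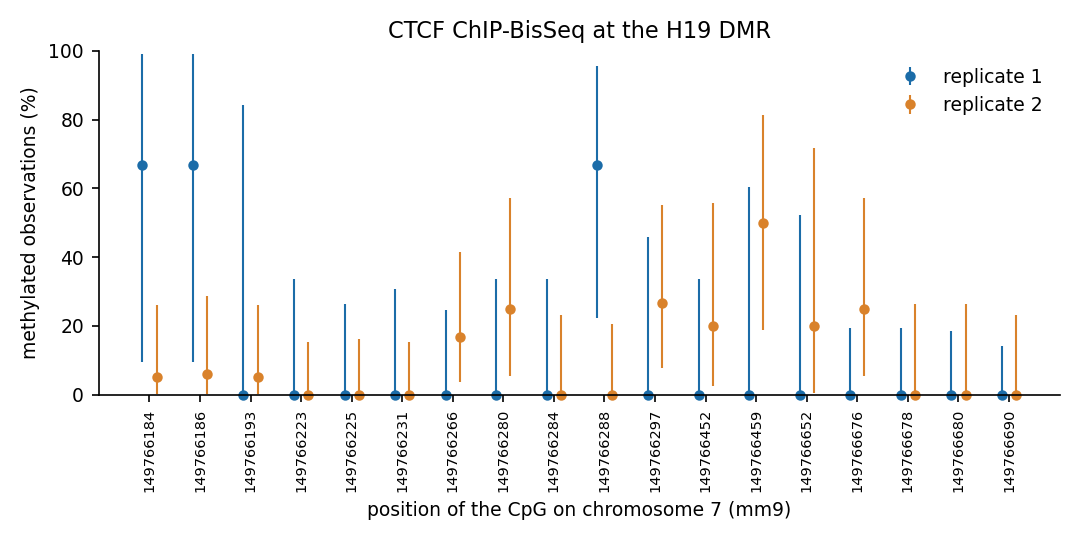
Share of methylated observations (y axis, %) at each of the 18 CpGs of the H19 DMR with a pooled coverage of at least 10 (x axis, position in mm9), in CTCF ChIP-BisSeq replicates 1 and 2. Points are single CpGs and bars their exact 95% intervals; the highest value in replicate 2 is 50% of 10 observations, and values of 66.7% in replicate 1 rest on 3 to 6 observations.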

Next we asked if methylation patterns at CTCF-bound LMRs differ between exclusively bound molecules and the total population of DNA molecules. We analyzed average methylation levels for 200 bp regions centered at a CTCF motif only for those motifs which (1) overlap with LMRs, (2) are bound by CTCF as determined by ChIP enrichments and (3) for which all considered cytosines are covered at least 10 times in both ChIP-BisSeq and whole-genome (WG-) BisSeq. It is important to mention here, that while our ChIP does not allow for calling high resolution peaks such as those determined by other methods like ChIP-exo [28], our analysis pipeline is able to correctly identify high confidence bound sites as it requires CTCF motif in the center of the analyzed region in addition to high ChIP enrichment. This revealed a positive correlation with an equal spread of the data over the entire range (r = 0.67), arguing that LMRs do not display global differences in methylation levels at CTCF binding sites between the fraction of molecules bound by CTCF and those representing the total population of molecules in cells (Figure 1B). This finding is illustrated at individual loci (Figure 1C) and extends to CTCF binding sites outside of LMRs (Figure S1C).

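The ChIP-BisSeq side of this comparison was computed for bound CTCF consensus matches in the whole genome. The list of LMRs and the wild type WG-BisSeq data were not analysed here. All CpGs within 200 bp reached a pooled coverage of at least 10 around 13789 bound matches, with a median of 2 CpGs and 102 observations per window. The median methylation of these windows was 35.0%, with quartiles of 13.2% and 64.1%. Intermediate levels between 20% and 60% were found in 37.5% of the windows, or 5168. A further 20.0% of the windows were below 10%, and 28.5% were above 60%. In the 7848 windows where the criterion was met in each replicate, the medians were 22.6% in replicate 1 and 16.9% in replicate 2. Pearson's r between the replicates was 0.818 across these windows, and 82.2% of them differed by less than 20 percentage points.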

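LMR2, LMR3 and LMR4 of Figure 1C lie between genes in the mm9 annotation, and their intervals were read from the axes of that figure. LMR2 on chromosome 16 has its first CpG at 55476997 and its last at 55477384, and contains the CTCF match CTACCGCCATCTAGTGGACA at 55477120 to 55477139. In the pooled ChIP-BisSeq replicates, the mean methylation of its 8 CpGs with a coverage of at least 10 was 22.0%, with 21.6% ± 5.88 (SD, n = 2) for the replicates. Its CpGs ranged from 1.09% at position 55477124, inside the motif, to 45.9% at position 55477045. The replicates differed at 3 of the 8 CpGs at an unadjusted p under 0.05 (two-sided Fisher exact test), and not in one direction. Replicate 1 was higher at position 55477045, with 26 of 47 observations methylated against 2 of 14, and at position 55477090, with 11 of 23 against 3 of 29. Replicate 2 was higher at position 55477211, with 8 of 15 against 1 of 15. After Benjamini-Hochberg adjustment over the 19 CpGs of LMR2 to LMR4 with this coverage, 2 differed, the one at 55477090 (Fisher exact test, adjusted p = 0.0385) and 1 in LMR3 (adjusted p = 0.00963), both higher in replicate 1.

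LMR3 lies on chromosome 1 between 137596101 and 137596200, with its midpoint 11468 bp from the start of Nav1. It matches the consensus only with 1 mismatch, at 137596122 to 137596141 (CTGCTGACCCCTGCTGGTGT). All 7 of its CpGs were covered, with a pooled mean of 22.9%, a range of 8.16% to 30.2%, and 24.6% ± 7.10 (SD, n = 2) for the replicates. LMR4 lies on chromosome 4 between 126996943 and 126997265, with its midpoint 5821 bp from the start of Gja4, around the match TGAGTGCCACCTAGTGGTAA at 126997079 to 126997098. Its 4 CpGs had a pooled mean of 19.9%, from 0% of 12 observations to 48.5% of 68, and the replicates gave 25.2% ± 1.25 (SD, n = 2) over the summed observations.

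**Figure D2:**
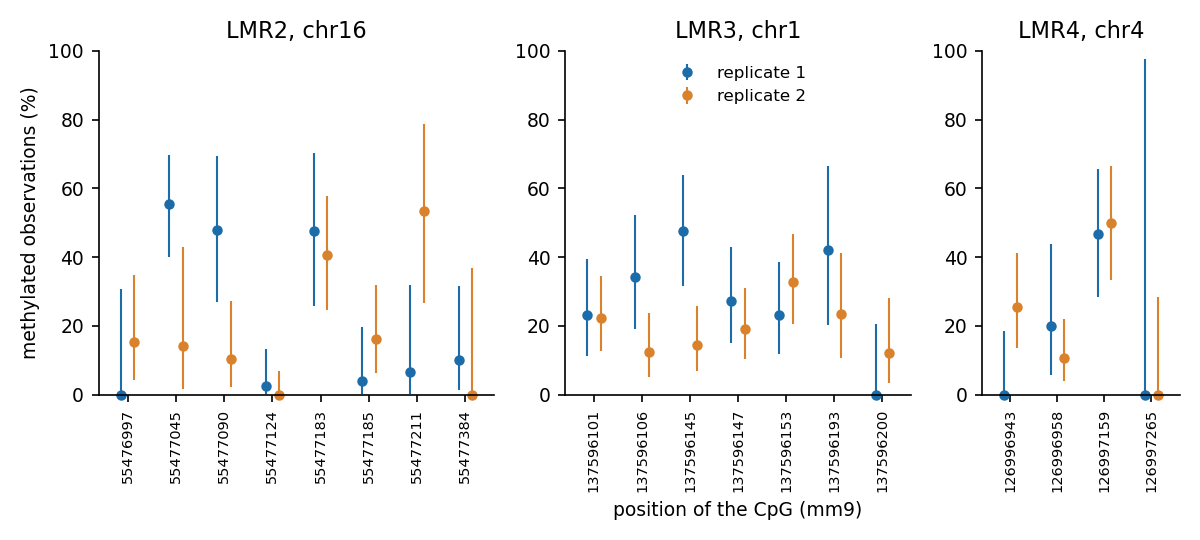
Share of methylated observations (y axis, %) at each CpG of LMR2, LMR3 and LMR4 with a pooled coverage of at least 10 (x axis, position in mm9), in CTCF ChIP-BisSeq replicates 1 and 2. Points are single CpGs and bars their exact 95% intervals; CpGs of one LMR differ from each other, with 1.09% and 45.9% in the pooled replicates within LMR2.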

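LMR1 lies on chromosome 16, with its first of 9 CpGs at 55469017 and its last at 55469375. No annotated gene overlaps it. The CTCF match ACACTGCCATCTGCTGGCCT at 55469393 to 55469412 follows its last CpG. Only 3 CpGs had a pooled coverage of at least 10 in ChIP-BisSeq. Their methylation was 6.78% of 59 observations at position 55469375, the CpG nearest to the motif, 16.0% of 25 observations at 55469298 and 30.8% of 13 observations at 55469253. The rise away from the motif came from replicate 1 alone, with 4 of 18 observations methylated at 55469298 and 4 of 7 at 55469253. Replicate 2 had 0 of 7 and 0 of 6 there. The pooled mean was 17.8%, and the replicates gave 17.9% and 4.88% of the summed observations, or 11.4% ± 9.18 (SD, n = 2). Without replicate 1, a single CpG reached a coverage of 10, with 7.14% methylation. At the CpG nearest to the motif the replicates differed by less than the counting error, with 2 of 31 and 2 of 28 observations methylated. Over the whole interval they differed, with 20.7% of 58 observations methylated in replicate 1 and 4.88% of 41 in replicate 2 (two-sided Fisher exact test, p = 0.0384, unadjusted).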

We notice however that while entire LMRs do not display reduced methylation in the actually bound fraction of molecules, some individual cytosines in the vicinity of the CTCF motif do so (for example LMR1 in Figure 1C). To determine whether reduced methylation in CpGs close to the CTCF motif is a global phenomenon, we correlated changes in methylation between ChIP-BisSeq and WG-BisSeq with the distance to the nearest CTCF motif for individual cytosines with a minimal coverage of 10 fold in WG-BisSeq and ChIP-BisSeq in CTCF-bound Low Methylated Regions. This analysis revealed no correlation, suggesting that CTCF binding does not affect the methylation of proximal cytosines more than it does for the distal ones (Figure S1D). Therefore, the heterogeneity of occupancy by CTCF cannot explain the observed heterogeneity of methylation within LMRs, even though these can form upon CTCF binding and thus, at least in part, are CTCF dependent [7].

To further test the relationship between occupancy and methylation state, we next focused our analysis exclusively on CpGs that reside within a CTCF motif. We and others have previously shown that methylation around occupied CTCF sites is the lowest at the actual binding motif and increases outwards [7], [21]. Notably, 57% of all occupied sites by CTCF do not contain a CpG within the binding motif, yet display the same methylation pattern around the site (Figure 1B, Figure S1 and data not shown). Out of all predicted CTCF binding sites, 24.5% contain at least one CpG (Figure 2A–B). For all these sites, we related the strength of binding by CTCF as measured by ChIP enrichment to the methylation state of single CpGs within the motif. This reveals that strongly and weakly bound sites indeed differ in their methylation (Figure 2C). CpGs within highly occupied sites tend to be completely unmethylated, while methylation shifts towards intermediate levels with decreasing binding affinity. This links frequency of occupancy to methylation levels within the CTCF motif.

**Figure 2:**
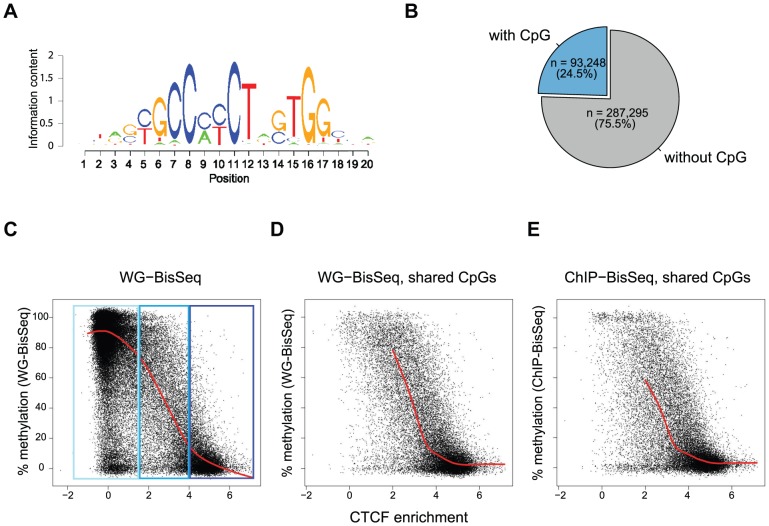
Relationship between binding strength and DNA methylation within the CTCF motif. (A) CTCF consensus motif used in this study [7]. (B) Percent of predicted CTCF sites containing a CpG within the motif. Exclusively these CpGs are shown in the plots (C–E). (C–E) Each point represents one individual CpG within a CTCF motif. (C) Correlation of methylation and CTCF enrichment identifies three classes of CTCF sites: unbound (light-blue), strongly bound and unmethylated (dark-blue), weakly bound with intermediate levels of methylation (blue). The red line represents a running mean measurement of methylation. (D) Same as C, but only showing cytosines covered in both WG-BisSeq and CTCF ChIP-BisSeq. (E) Same as D but only showing methylation levels derived from CTCF ChIP-BisSeq. In each case bound molecules show the same pattern as the entire population. Only cytosines residing within the CTCF binding motif and with a minimal coverage of 10× are shown. In order to prevent over-plotting the points were jittered with a standard deviation of 2%.

Again we can ask if heterogeneous methylation at weakly bound sites reflects actual occupancy at the level of individual molecules by analyzing their methylation in the bound fraction that was enriched by CTCF-ChIP. Also at these selected CpGs the methylation of exclusively occupied molecules is similar to the methylation of the total population (Figure 2D–E). 

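ChIP-BisSeq methylation of the kind plotted in Figure 2E was computed for the 8830 CpGs within CTCF consensus matches that had a pooled coverage of at least 10. Figure 2E itself shows CpGs of the paper's motif sites that WG-BisSeq covers as well, a filter not applied here. Across the 8830 CpGs, Spearman's rho between CTCF enrichment and ChIP-BisSeq methylation was -0.358. The alternative that moved it most was enrichment without division by REST knockout coverage, with a rho of -0.657. Enrichment from replicate 1 set against methylation from replicate 2, which share no reads, gave -0.393. The mirror setting, enrichment from replicate 2 against methylation from replicate 1, was chosen after seeing the data and gave -0.153. Within single replicates rho was -0.230 (replicate 2 alone) and -0.182 (replicate 1 alone). CpGs are not independent replicates, and these coefficients describe 1 pair of libraries.

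CpGs within strongly bound matches had a mean methylation of 19.2% and a median of 6.62% (7352 CpGs), and 57.4% of them were below 10%. At an enrichment of 1.5 to 4, the mean was 41.4% and the median 40.0% (1404 CpGs), and 56.8% of these CpGs were between 20% and 80%. Below 1.5, only 74 CpGs reached the minimal coverage, with a mean of 35.7%. At CpGs covered in each replicate, the mean was 12.6% ± 0.796 (SD, n = 2) in strongly bound matches and 24.1% ± 2.70 (SD, n = 2) at an enrichment of 1.5 to 4. The difference between these classes is larger than the spread between the replicates. With classes from ChIP coverage alone, the means were 8.66% (5143 CpGs), 42.1% (3509 CpGs) and, below 1.5, 55.0% (178 CpGs). The lowest class therefore lies below the middle class in one definition and above it in the other. From the similarity of such patterns in ChIP-BisSeq and WG-BisSeq, the paper proposes that factor occupancy of single molecules does not account for the heterogeneous methylation at CTCF sites.

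**Figure D3:**
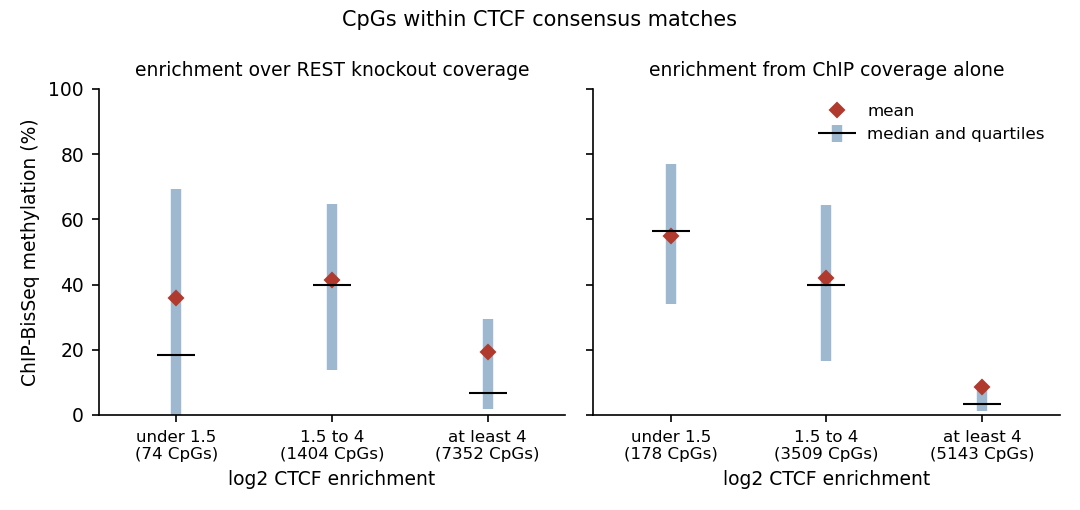
ChIP-BisSeq methylation (y axis, %) of CpGs within CTCF consensus matches by class of log2 CTCF enrichment (x axis), for enrichment over REST knockout coverage and for ChIP coverage alone. Horizontal marks are medians, vertical bars quartiles and diamonds means across CpGs of the pooled replicates; in both definitions, strongly bound matches have the lowest median, 6.62% and 3.37%.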

Importantly, this relationship between the methylation state and CTCF binding is not dependent on the position of the analyzed CpG, as illustrated by the analysis of CpGs positioned exclusively at position 5–6 of the consensus motif (Figure S2).

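At position 5–6 of the motif, 6605 CpGs within consensus matches had a pooled coverage of at least 10. Spearman's rho between enrichment and ChIP-BisSeq methylation was -0.379 across them, and -0.649 without division by REST knockout coverage. Strongly bound matches had a mean of 18.2% and a median of 7.02% (5506 CpGs). At an enrichment of 1.5 to 4, the mean was 38.8% and the median 36.8% (1058 CpGs), and 41 CpGs below 1.5 had a mean of 34.2%. For CpGs covered in each replicate, the means of the replicates were 12.4% ± 0.799 (SD, n = 2) in strongly bound matches and 24.5% ± 3.04 (SD, n = 2) at an enrichment of 1.5 to 4. Of the 19660 consensus matches with a CpG, 75.6% have one at this position. The consensus fixes a G at position 6 and a pyrimidine at position 5, which favours this position in the matches used here.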

Together, our data suggest that actual factor occupancy at the level of single molecules does not explain the observed DNA methylation heterogeneity adjacent to CTCF sites within LMRs or at the motif itself throughout the genome. This argues against a scenario of static methylation at CpG poor regions (Figure 1A, left), where DNA in a fraction of cells is bound by a TF and unmethylated, while other molecules are never occupied and remain methylated. Alternative scenarios could involve binding of a TF independently of methylation states, which in turn could trigger active demethylation (Figure 1A, right).

### Hydroxymethylation marks LMRs in a cell-type specific and transcription factor binding dependent fashion

To ask if LMRs are indeed sites of active DNA methylation turnover, we determined the presence of 5hmC, the intermediate of TET mediated oxidation. Notably, bisulfite does not convert 5hmC and thus a fraction of the residual unconverted cytosines at LMRs could represent hydroxymethylcytosines [29], [30]. We enriched for this modification by performing hydroxymethylcytosine DNA-immunoprecipitation (hMeDIP) followed by high throughput sequencing (hMeDIP-seq) in stem cells [31], [32]. Analysis of the 5hmC profiles revealed its enrichment at LMRs of ES cells in line with other reports that suggested its presence at stem cell enhancers (Figure 3A) [19], [21]. Analysis of an existing map of genomic binding sites further reveals that also TET1, an enzyme that mediates oxidation to 5hmC, is strongly enriched at LMRs in ES cells (Figure 3A) [33].

**Figure 3:**
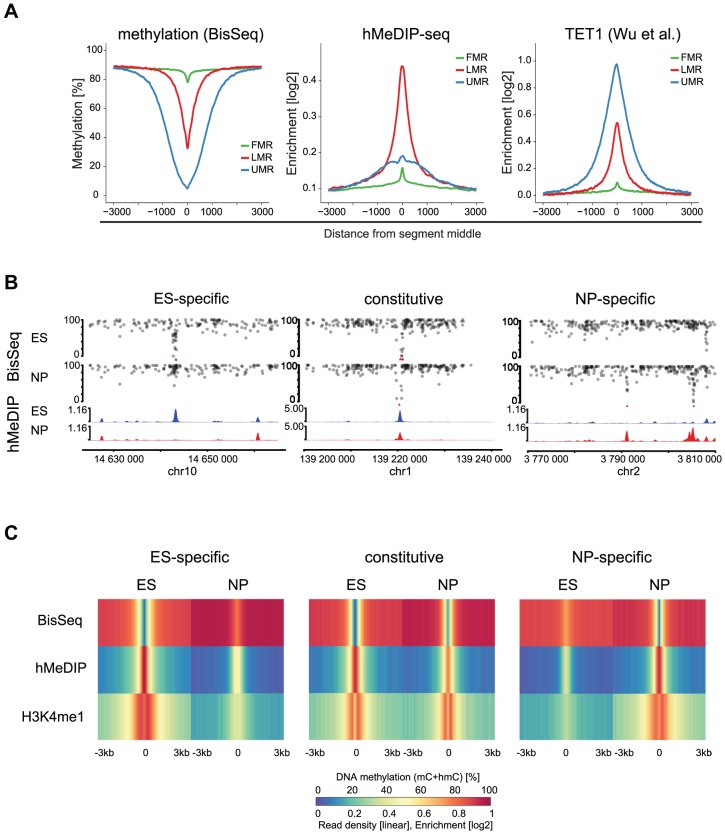
5hmC marks LMRs in a cell-type specific fashion. (A) Average profiles for methylation (WG-BisSeq), 5hmC (hMeDIP-seq) and TET1 occupancy at Fully Methylated, Unmethylated and Low Methylated Regions (FMRs, UMRs and LMRs, respectively) in ES cells. (B) DNA methylation (upper tracks) and enrichment of 5hmC (lower tracks) in ES cells and NP of representative ES-specific, constitutive and NP-specific LMRs. (C) Average profiles representing methylation (WG-BisSeq), hMeDIP-seq and H3K4me1 ChIP-Seq in ES cells and NP ±3 kb around the segment middle.

To address, whether the presence of 5hmC at LMRs is limited to stem cells or conserved in committed cells, we performed hMeDIP-Seq in neuronal progenitors (NP), derived through controlled differentiation of ES cells [34]. We previously showed in the same differentiation system that a large set of LMRs is cell-type specific, reflecting the extensive reprogramming of distal regulatory regions during somatic differentiation [7]. The resulting genomic 5hmC profiles reveal its enrichment at LMRs also in NP (Figure 3B–C). LMRs that are constitutive in both cell types show constitutive hydroxymethylation, suggesting that oxidation of 5-methylcytosine at LMRs also occurs in somatic cells (Figure 3B–C). ES-specific LMRs gain methylation and concomitantly lose hydroxymethylation in NP, suggesting that the state of reduced methylation and the presence of 5hmC coincide at active regulatory elements (Figure 3B–C, Figure S2). Similarly, NP-specific LMRs show a decrease in methylation and gain of hydroxymethylation along differentiation (Figure 3B–C, Figure S3). Notably, these NP-specific LMRs are enriched for neuron-specific TF binding sites, further confirming the link between TF binding at CpG poor regions and the presence of 5hmC [7]. The observed reciprocal behavior between loss of 5mC and gain of 5hmC is a general feature, as a genome-wide anti-correlation between changes in hMeDIP-Seq and WG-BisSeq (r = −0.58) as well as between changes in hMeDIP-Seq and MeDIP-Seq (r = −0.30, Figure S3) exists at LMRs.

To determine, if the observed turnover is selective for LMRs, we quantified 5hmC enrichments by hMeDIP-Seq throughout the genome and calculated the differences between ES cells and NP in order to identify genomic regions that show changes in the level of 5hmC. This revealed that cell-type specific enrichments for 5hmC show a large overlap with cell-type specific LMRs. This selectivity is further evident when calculating the occurrence in relation to genomic coverage (Figure 4). In this analysis, ES-specific LMRs are eightfold overrepresented in genomic regions that show enrichment for 5hmC in ES cells and the selectivity is even higher in NP, where NP-specific LMRs are more than 40-fold overrepresented.

**Figure 4:**
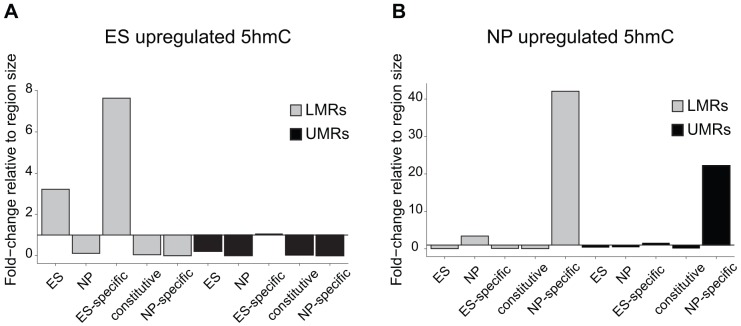
5hmC dynamics during differentiation occurs preferentially at LMRs. (A–B) Shown is the relative frequency of changes in 5hmC at LMRs and UMRs normalized for genome coverage at the ES (A) and NP state (B). The y-axis shows observed linear fold enrichment relative to expected enrichments (see Materials and Methods). Note that 5hmC is changing preferentially at cell-type specific LMRs.

This strong correlation suggests that transcription factors are required to induce hydroxymethylation. Indeed, 5hmC is more enriched at bound than at unbound CTCF motifs (Figure S4). To directly test whether increased 5hmC enrichment is a consequence of TF binding, we wanted to use a loss of function approach. Absence of CTCF, notably in ES cells, is cellular lethal [35]–[38], which precludes monitoring changes in methylation in cells that lack CTCF but otherwise are phenotypically normal. Effective depletion of CTCF would however be required in order to directly test its requirement in trans, since conserved binding sites remain occupied upon knockdown of CTCF [39]. As CTCF deletion is incompatible with survival of ES cells, we made use of a phenotypically normal ES cell line in which the *Rest* gene, coding for a different TF that is enriched within LMRs, had been genetically deleted. 

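The methylome of REST knockout ES cells is a single WG-BisSeq library, prepared with 10 cycles of PCR and sequenced on 1 lane. No value from it has a replicate. The ES cells have another strain background than those used for CTCF ChIP-BisSeq. The authors deposited it as counts of observations and of methylated observations per CpG on mm9, made as for ChIP-BisSeq. It holds 273375318 observations at 16642627 CpGs, or 78.0% of the CpGs on the autosomes and sex chromosomes, with a median coverage of 6. A coverage of at least 10 was reached by 5745326 CpGs. The observations are unevenly spread. CpGs with a coverage above 96 hold 38.6% of them, and 1 CpG on chromosome 2 holds 5.19%. The mean coverage per CpG was 12.8, and 7.87 without these CpGs. Over all observations 62.8% were methylated, over all but the most covered CpGs 54.4%, and the mean of CpGs with a coverage of at least 10 was 54.7%. Loci were found by exact matches of the primers of Table S1 to mm9, and methylation was summed over 200 bp centred on each amplicon, the length used in Figure 5A.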

More specifically, we determined the level of hydroxymethylation at REST-bound LMRs. These regions become fully methylated in the absence of REST as measured by bisulfite sequencing, which is not discriminating between 5mC and 5hmC (Figure 5A–B). 

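In REST knockout ES cells, the 6 loci that Figure 5B shows as bound by REST had between 69.2% and 78.4% methylated observations. Camta, in an intron of Camta1, has its amplicon on chromosome 4 from 151138141 to 151138283. Here 83 of 112 observations were methylated, or 74.1% (95% interval 65.0% to 81.9%). Ciita, in an intron of Ciita on chromosome 16 (10502071 to 10502210), contains the REST consensus match TCAGAACCATGGACAG at 10502101 and had 72.5% of 51 observations methylated (58.3% to 84.1%). For Crhr2, in an intron of Crhr2 on chromosome 6 (55058464 to 55058577), with the match TCAGCACCACGGACAG at 55058502, the value was 73.1% of 130 observations (64.6% to 80.5%). Zfp423, in an intron of Zfp423 on chromosome 8 (90224394 to 90224503), had 72.0% of 182 observations methylated (64.9% to 78.4%). Muc3 overlaps an exon of Muc3 on chromosome 5 (137611055 to 137611162), with a match on the minus strand at 137611028, and gave 69.2% of 65 observations (56.6% to 80.1%). St6ga overlaps an exon of St6galnac5 on chromosome 3 (152484373 to 152484518), with a match on the minus strand at 152484348. It had 78.4% of 74 observations methylated (67.3% to 87.1%). Camta and Zfp423 have no exact match to the REST consensus within 500 bp.

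At the loci shown as not bound by REST, methylation was lower. A6300Rik, in an intron of A630055G03Rik on chromosome 16 (10868248 to 10868364), had 18.9% of 132 observations methylated (12.6% to 26.7%). This value rose to 37.3% with 500 bp and to 47.9% with 1 kb around the amplicon. Zmynd8, in an intron of Zmynd8 on chromosome 2 (165659142 to 165659280), had 14.3% of 98 observations methylated (8.04% to 22.8%). The intergenic LMR on chromosome 9 (122638851 to 122638981) had 35.7% of only 14 observations methylated (12.8% to 64.9%). A6300Rik and the intergenic LMR, like Muc3, also have a CTCF consensus match within 500 bp. In wild type CTCF ChIP-BisSeq, A6300Rik and the intergenic LMR had 75.3 and 49.3 observations per CpG. Muc3 had 1.71, and coverage around its CTCF match could not be measured. The mean over loci was 73.2% ± 3.01 (SD, n = 6 loci) for bound and 23.0% ± 11.3 (SD, n = 3 loci) for unbound loci, a difference of 50.2 percentage points. All bound loci lay above all unbound loci (exact permutation test of the locus labels, two-sided, p = 0.0238, the smallest p that 6 loci against 3 allow). With 1 kb around each amplicon, the alternative that moved it most, the difference was 33.2 percentage points. The test compares loci within 1 library and not genotypes, and the wild type WG-BisSeq data were not analysed here. The loci are those the paper chose for Figure 5B, which already shows their methylation in REST knockout cells. The p is therefore no independent evidence for the separation.

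**Figure D4:**
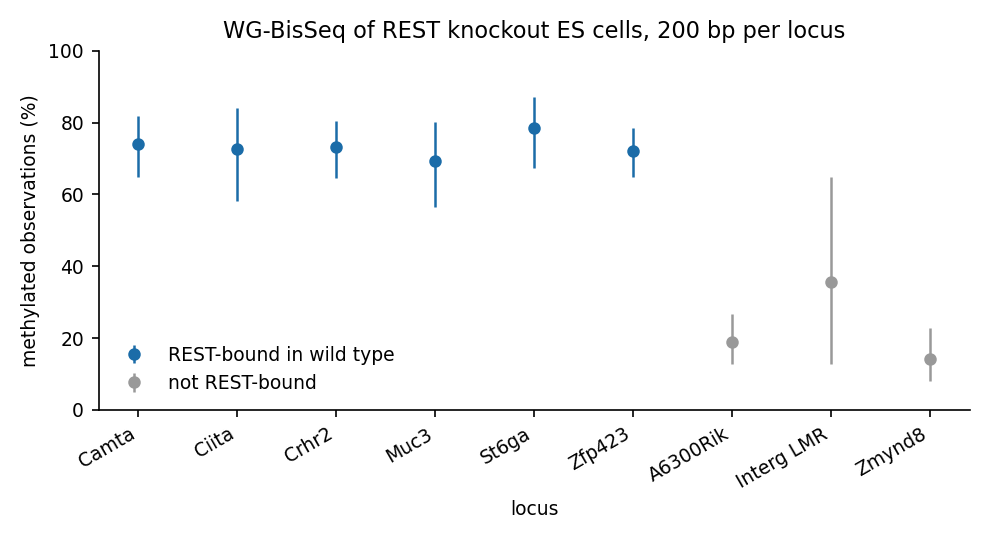
Share of methylated observations (y axis, %) within 200 bp at the loci of Figure 5B (x axis) in WG-BisSeq of REST knockout ES cells, 1 library. Points are loci, bound or not bound by REST in wild type cells, and bars are exact 95% intervals; the bound loci lie between 69.2% and 78.4% and the others between 14.3% and 35.7%.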

When measuring hydroxymethylation specifically by hMeDIP (see Table S1 for primers) we find that 5hmC levels are significantly reduced at these binding sites in REST knockout ES cells (Figure 5C). This indicates that factor activity in trans is required for increased hydroxymethylation at LMRs within a given cell type.

**Figure 5:**
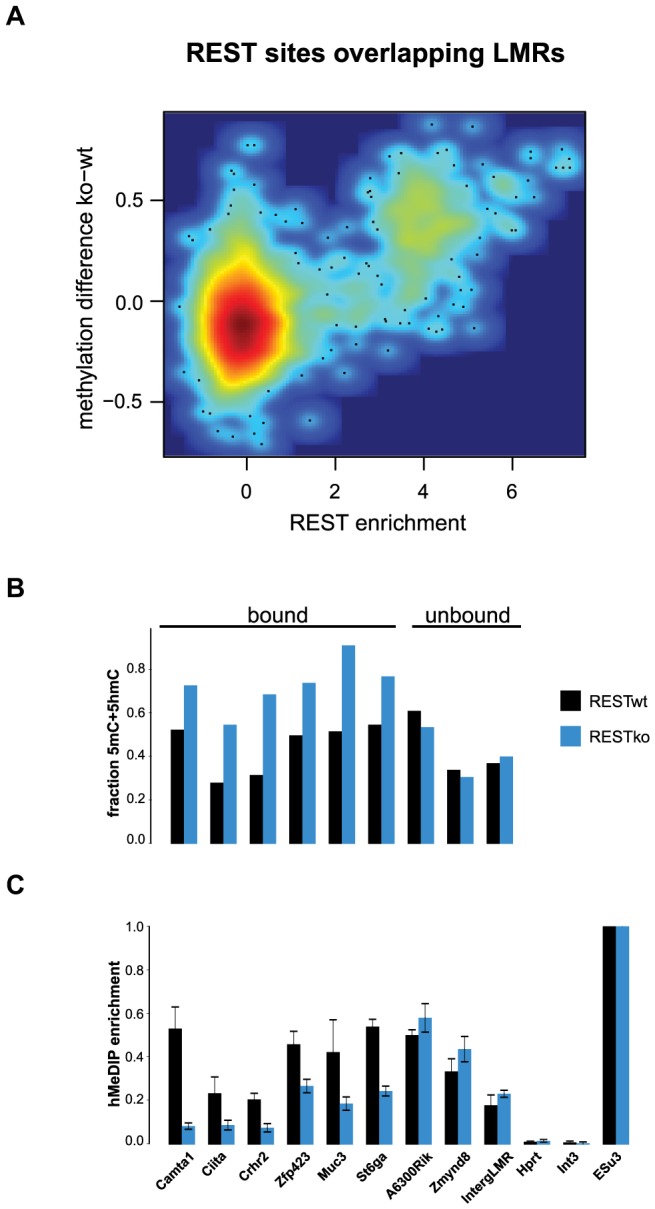
5hmC enrichment at REST-bound LMRs is partially dependent on the presence of REST. (A) Relative methylation changes between REST wildtype and REST knockout ES cells are correlated to REST ChIP enrichment. Methylation was determined 200 bp around the REST motif at all REST sites overlapping with LMRs. The point density is colour-coded (red: high, blue: low point density). Methylation determined by BisSeq (B) and hMeDIP qPCR enrichments (C) at REST motif containing LMRs bound and not bound by REST in wildtype (wt, dark blue) and REST knockout (ko, blue) ES cells. Error bars in (C) represent standard deviation in three replicate experiments normalized to a positive control.

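The REST knockout side of Figure 5A was computed at matches to the canonical REST consensus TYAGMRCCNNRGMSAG in mm9. This consensus has a fixed spacing, whereas the paper's weight matrix allows a variable linker. The REST ChIP enrichments, the list of LMRs and the wild type methylation were not analysed here. In REST knockout ES cells, 39.7% of the 88670 observations within 200 bp of 2151 matches were methylated, against 51.5% of 98768 observations in windows 2 kb to each side. The difference was -11.8 percentage points (95% bootstrap interval over sites from -17.6 to -5.94). Summed observations give most weight to the most covered sites. Averaged over the 1048 sites with at least 10 observations, the difference was -3.39 percentage points, with 62.0% at the sites and 65.4% in the flanks. The median site had 69.3% methylation, with quartiles of 45.8% and 81.8%. Methylation was above 60% at 62.7% of these sites and below 20% at 11.2%.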

These observations are compatible with a scenario in which reduced DNA methylation at regulatory regions entails the presence of active DNA methylation turnover in both stem and differentiated cells.

## Discussion

Using CTCF as example, this study provides further evidence that maintenance and reprogramming of correct DNA methylation levels at distal regulatory regions can entail active turnover as a function of transcription factor binding. We show that the loss of methylation at these regions during cellular differentiation involves a reciprocal gain of 5hmC and vice versa. This process occurs preferentially at LMRs and we demonstrate that it accounts for up to 20% of all observed changes in 5hmC during differentiation. These findings are compatible with previous reports of dynamic hydroxymethylation [18], [40]. Importantly, this association is not limited to stem cells, even though these have been suggested to display higher global levels of 5hmC than differentiated cells [16]. We also show that this phenomenon can go beyond correlation, since genetic deletion of the TF REST results in reduced hydroxymethylation at its binding sites already in stem cells. Our results obtained from CTCF and REST mechanistically link binding of TF at regulatory regions with active demethylation. However, in light of the estimated 1400 different TFs encoded in mammalian genomes, it would be premature to generalize these findings.

The fact that CTCF can occupy different methylation states in CpG poor regions together with the presence of both 5hmC and TET1 at these sites is compatible with a scenario, where TF binding triggers an active demethylation process. In case of CTCF it is evident that the binding strength determined by ChIP relates directly to the level of demethylation within the binding motif. The frequency of binding correlates with the likelihood of a demethylated state for a cytosine within the binding site. Assuming that this relation extends to factors other than CTCF adds yet another dimension to whole-genome basepair methylomes by providing not only information about the activity of regulatory regions, but also about the strength of binding of trans-acting factors. It is important to note however that both CTCF and REST are rather special in regards to the large size of their sequence motifs (20 and 21 bp, respectively), which further limits the ability to generalize our observations. Clearly, a more comprehensive approach is needed to address the effect of additional DNA-binding factors on DNA methylation.

While the actual mode of demethylation remains to be determined, it seems possible that DNA binding factors recruit TET proteins, which in turn mediate oxidation to 5hmC [41]. However, in light of the generality of the link between LMR formation and 5hmC, this would require a large number of TFs to share such recruitment ability. Alternatively, recruitment might be mediated by general cofactors that are frequently observed at distal regulatory regions such as p300 or by pioneer factors [3], [42]. A further scenario could be that a specific nucleosome or DNA organization results from binding of a TF, which in turn triggers TET recruitment [43].

At this point we can only speculate if 5hmC presence at regulatory regions solely reflects active turnover [21], [44]–[48] and how much an active process contributes to the low levels of methylation observed. Moreover, it remains to be shown if presence of hydroxymethylation is actually involved in enhancer regulation. This would require specific readers of this DNA modification. Indeed, several proteins have been suggested to bind 5hmC, including the MBD domain proteins MeCP2 [49] and MBD3 [50]. Our recent functional mapping, however, suggested that genomic binding sites of MBD3 are independent of the presence of hydroxymethylation [51] in agreement with *in vitro* binding [52], making this scenario less likely. In addition, other putative readers of 5hmC were suggested in a proteomics screen, yet only few appear to be selective for 5hmC *in vitro* [52]. Conversely, two recent studies report the accumulation of TET-mediated 5hmC oxidation products 5-formylcytosine and 5-carboxylcytosine at proximal and distal regulatory elements in the absence of TDG [46], [47], arguing for the appearance of an active turnover at LMRs. It remains to be determined, whether DNA binding factors, such as CTCF and REST used here, are able to bind to hydroxymethylated regions. While strong CTCF binding sites are devoid of methylation and hydroxymethylation, it is possible that CTCF is able to bind to 5mC as well as to 5hmC at low occupancy sites.

Our findings argue that LMRs do not result solely from a passive loss of methylation during replication, which is in line with the observation that LMRs can be detected in methylomes from non-dividing cells [9] and with recently reported presence of 5-formylcytosine and 5-carboxylcytosine at these elements [46], [47]. At this point we lack experimental evidence for the relevance of reduced methylation for the function of distal regulatory regions. It is conceivable, but remains to be shown, that reduced methylation induced by pioneering TFs would enhance binding of other TFs, which are sensitive to DNA methylation even in CpG poor regions [53], [54]. Alternatively, but not mutually exclusive, reduced methylation could mediate a chromatin state that functions as a general attractor for DNA binding factors and thus would stabilize the on-state [55].

## Materials and Methods

### ES cell culture and differentiation

159-2 ES cells were cultured and differentiated as previously described [7], [34].

### CTCF ChIP-bisulfite sequencing

Chromatin immunoprecipitation (ChIP) assay for CTCF was performed according to the Upstate protocol using the antibody anti-CTCF (SantaCruz #15914). 100 ng of immunoprecipitated DNA were used for subsequent library preparation. DNA fragments were end repaired by incubation at 20°C for 30 minutes with 400 µM dNTP, 3 units of T4 DNA polymerase (NEB #M0203S), 5 units of DNA Polymerase I Lg. Frag. (Klenow) (NEB #M0210S), 10 units of T4 PNK (NEB #M0201S), 1× T4 DNA ligase buffer containing 10 mM ATP (NEB), followed by column purification using QIAquick PCR Purification Kit (QIAGEN #28106). 3′ ends of DNA fragments were adenylated by incubation at 37°C for 30 minutes with 200 µM dATP, 1×NEB Buffer 2, 5 units Klenow Fragment (3′→5′ exo–) (NEB # M0212L), followed by column purification using MinElute PCR Purification Kit (QIAGEN # 28006). Adapter for single end sequencing were reproduced based on Illumina adapter sequences. Annealed adapters were ligated to the DNA fragments by incubation at room temperature for 15 min in the following mix: 400 nM of annealed adapters, 1× NEB Quick ligase buffer, 2.000 units of T4 Quick ligase (NEB #M2200S), followed by column purification using MinElute PCR Purification Kit. 200 ng of Drosophila DNA (Kc cells) were then added as a carrier. Adapter-ligated DNA of 150–400 bp was selected from 2% agarose gel electrophoresis and purified using MinElute Gel Extraction Kit (QIAGEN #28606). BSA (final concentration 0.5 µg/µl) was added to gel-purified DNA and the mix was then treated with sodium bisulfite using the Imprint DNA Modification Kit (Sigma-Aldrich) as per manufacturer's instructions. DNA was enriched using 18 cycles of PCR with the following reaction composition: 2.5 U of uracil-insensitive *PfuTurboCx* Hotstart DNA polymerase (Stratagene), 5 µl 10× *PfuTurbo* reaction buffer, 25 µM dNTPs, 0.5 µM of Single End Illumina PCR primers (1.1 and 2.1). The thermocycling parameters were: 95°C 2 min, 98°C 30 sec, then 18 cycles of 98°C 15 sec, 65°C 30 sec and 72°C 3 min, ending with one 72°C 5 min step, followed by column purification using the MinElute PCR Purification Kit. DNA was then run on 2% agarose gel to separate the library from adapter dimers and purified using the MinElute Gel Extraction Kit. Quality of the libraries and template size distribution were checked on an Agilent 2100 Bioanalyzer (Agilent Technologies).

### RESTko bisulfite sequencing

Library for the shotgun whole-genome BisSeq for RESTko cells was prepared as previously described [7] and sequenced using one lane of Illumina HiSeq 2000.

### hMeDIP and MeDIP sequencing library preparation

Genomic DNA was fragmented to 200–1000 bp fragments with a Bioruptor (Diagenode, Sparta, NJ). The protocol for the library preparation was adapted from Illumina Genomic DNA Sample Preparation Guide. Briefly, 7 to 10 µg of fragmented DNA were end repaired and their 3′ ends adenylated. Genomic single end or paired end adapters were annealed. (h)MeDIP was performed as previously described [56] using 4 ug of adapter-ligated DNA and 4 µl of a 1∶10 dilution of rabbit polyclonal anti-hmC antibody (Active Motif #39770) for hMeDIP or 10 µl of mouse monoclonal 5mC antibody (Eurogentec #BI-MECY-1000) for 2 hrs, followed by addition of 40 µl of Protein A Dynabeads (Invitrogen, #100.02D, hMeDIP) or Dynabeads M-280 Sheep anti-mouse IgG (Dynal Biotech #112.01) added for another 2 hrs. Immunoprecipitated DNA was amplified by 18 cycles of PCR following the Illumina Genomic DNA Sample Preparation Guide and purified using the MinElute PCR purification kit. Fragments of 250–300 bp (for single end sequencing) or 400–450 bp (for paired end sequencing) were size-selected from 2% agarose gel and purified using the MinElute Gel Extraction Kit. Quality of the libraries and template size distribution were checked on an Agilent 2100 Bioanalyzer (Agilent Technologies).

### High-throughput sequencing

(h)MeDIP-seq and ChIP-BisSeq were sequenced using the Illumina HiSeq 2000 as per manufacturer's instructions.

### Analysis of sequencing data

The hMeDIP-seq data were analyzed similarly to ChIP-Seq data in Stadler et al. Briefly, the July 2007 M. musculus genome assembly (NCBI37/mm9) provided by NCBI (http://www.ncbi.nlm.nih.gov/genome/guide/mouse/) and the Mouse Genome Sequencing Consortium (http://www.sanger.ac.uk/Projects/M_musculus/) was used as a basis for all analyses. For reads from hMeDIP-seq experiments, alignments to the mouse genome were performed by the software bowtie (version 0.9.9.1) [57] with parameters -v 2 -a -m 100, tracking up to 100 best alignment positions per query and allowing at most two mismatches. Each alignment was weighted by the inverse of the number of hits. All quantifications were based on weighted alignments. Alignments were shifted by 60 bases (estimated fragment length was 120 bp).

In order to identify regions with different signal in hMeDIP-seq between ES and NP, the mouse genome was partitioned into 1 kb sized windows with an overlap of 500 bp. For each window we calculated log2 fold change between NP and ES using in the following way: log2(FC) = log2((n_NP/N_NP *min(N_ES,N_NP)+p)/(n_ES/N_ES *min(N_ES,N_NP)+p)), where n_ES and n_NP are the summed weights of overlapping ES and NP read alignments, respectively. N_ES and N_NP are the total number of aligned reads in ES and NP samples and p is a pseudocount constant (p = 8) used to regularize enrichments based on low counts that would otherwise be dominated by sampling noise. Windows with log2(FC) bigger than 3 or smaller than −3 in both biological replicates were merged into regions showing the gain and loss of signal in NP, respectively. These regions were used to calculate the enrichment in segment types (constitutive, ES- or NP-specific LMRs, UMRs). Enrichments were calculated as the ratio of observed over expected number of bases of each region class (gain of signal in NP, loss of signal in NP) in a segment type (e.g. ES-specific LMR etc.), where the observed number is the number of bases in regions of a given class that overlap a segment and the expected number is the fraction of genomic bases in that segment type, multiplied with the total number of bases in all regions of that class.

Analysis of ChIP-Seq and bisulfite (ChIP-BisSeq) data, ChIP enrichment calculation and identification of CTCF binding sites were performed as previously described (Stadler et al. 2011). The data from the two CTCF ChIP-BisSeq replicates were pooled for the analysis. Analysis of REST ChIP-Seq data and genome-wide prediction of REST motifs was performed analogously to CTCF. In the case of REST, the inferred weight matrix was extended to allow for a variable linker (0–11 nts in length) after position 9.

### Datasets used in this study

Datasets generated for this study, ChIP-BisSeq, hMeDIP-seq, MeDIP-seq and RESTko methylome have been submitted to GEO and are available under the accession number GSE39739. Data for CTCF ChIP-Seq and WG-BisSeq was downloaded from GEO: GSE30206 [7], data for REST ChIP-Seq were downloaded from GSE27148 [58]. Tet1 ChIP-Seq data was downloaded from GEO: GSE26833 [33].

## Supporting Information

Figure S1 Genome-wide relation between transcription factor occupancy and methylation states. (A) Correlation of ChIP enrichments between CTCF ChIP-Seq (Stadler et al., Nature 2011) and the two CTCF ChIP-BisSeq replicates used in this study. (B) Correlation of methylation levels at individual CpGs between two CTCF ChIP-BisSeq replicates. Selected cytosines have a minimal coverage of 10 in both replicates. (C) Correlation of average methylation levels at regions 200 bp around all predicted CTCF sites between WG-BisSeq and a pool of both CTCF ChIP-BisSeq replicates. Selected regions have a minimal coverage of 10 in all cytosines used for the calculation of methylation levels in both WG-BisSeq and ChIP-BisSeq. (D) For individual cytosines within LMRs the methylation difference between ChIP-BisSeq and WG-BisSeq is correlated with the distance to the nearest CTCF motif center.
(PDF) Click here for additional data file.

Figure S2 Relationship between binding strength and DNA methylation within the CTCF motif. (A) CTCF consensus motif used in this study. Here only cytosines are analyzed which are at position 5–6 of the motif. Out of all predicted sites containing a CpG within the motif (24.5% of all predicted sites) 42.2% have a CpG at this position. (B–D) Each point represents one individual CpG at position 5–6 of the PWM. (B) Correlation of methylation and CTCF enrichment identifies three classes of CTCF sites: unbound (light-blue), strongly bound and unmethylated (dark-blue), weakly bound with intermediate levels of methylation (blue). The red line represents a running mean measurement of methylation. (C) Same as B, but only showing cytosines covered in both WG-BisSeq and CTCF ChIP-BisSeq. (D) Same as C but only showing methylation levels derived from CTCF ChIP-BisSeq. In each case bound molecules show the same variation as the entire population. Only cytosines residing within the CTCF binding motif and with a minimal coverage of 10× are shown. In order to prevent over-plotting the points were jittered with a standard deviation of 2%.
(PDF) Click here for additional data file.

Figure S3 5hmC marks LMRs in a cell-type specific fashion. (A) Replicate correlation for hMeDIP-seq. Shown is the log2 fold change of 5hmC between ES and NP in two biological replicates. (B) Correlation of hMeDIPseq and WG-BisSeq at LMRs during neuronal differentiation. Shown are the log2 fold change in 5hmC between ES and NP (y-axis) and change in DNA methylation percentage (x-axis). (C) Correlation of hMeDIP-seq and MeDIP-seq at LMRs during neuronal differentiation. Shown are the log2 fold change in 5hmC between ES and NP (y-axis) and change in DNA methylation percentage (x-axis).
(EPS) Click here for additional data file.

Figure S4 5hmC enrichment at CTCF sites 5hmC enrichment at CTCF sites depends on CTCF binding. Shown are hMeDIP-seq enrichments in ES cells over bound and unbound CTCF motifs.
(EPS) Click here for additional data file.

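Table S1 also lists primers for Gapdh, Hprt and a further intergenic region, Interg3, which are not shown in Figure 5B. The Gapdh product lies on chromosome 6 of mm9 from 125115488 to 125115620, over an exon of Gapdh, and the Hprt product on chromosome X from 50341883 to 50341983, in an intron of Hprt. In REST knockout ES cells, 21 of 175 observations (12.0%, 95% interval 7.58% to 17.8%) were methylated within 200 bp at Gapdh and 4 of 78 (5.13%, 1.41% to 12.6%) at Hprt. The Interg3 product lies on chromosome 12 from 49000661 to 49000802, and no CpG lies within 200 bp centred on it, so that it has no methylation value.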

Table S1 Primer sequences used for qPCR.
(DOCX) Click here for additional data file.

# Supplementary material for: Transcription Factor Occupancy Can Mediate Active Turnover of DNA Methylation at Regulatory Regions
**Source:** PLoS Genet. 2013 Dec 19;9(12):e1003994. doi: 10.1371/journal.pgen.1003994
**Supplement:** Table S1 — Primer sequences used for qPCR.

| **Table S1. Primer Sequences used for qPCR** | |  |
| --- | --- | --- |
|  |  |  |
| Genomic region | Forward | Reverse |
| Camta | GCTTCAGGGCTACAGAGTGC | AGTCAGAGGCTACCCCTGGT |
| Ciita | GCAAGCTGGAGAAAAAGCAC | TAGGATGAAGCCTGGGTGTC |
| Crhr2 | CGTGGCATTTATCGAAGTCA | GTGGTCAGGAGCTCTCCAAG |
| Zfp423 | CATTTGCTTCTCCGCAGATT | CATGTTTATGTCCGCTGCTG |
| Muc3 | CGGGTAGGAGACATCTCTGG | CCAGAGAGATGATGCTGGAAG |
| St6ga | CTCTTCTCGGTCACCCATTC | AATCACCCGCTGTGAATCAT |
| A6300Rik | CCCACGTCTCCATGGTTAAT | TTCTGTGCGTGGCTAAACAG |
| Zmynd8 | GGCGTTTCCTTGATTGACAT | AAGACAGGACCTGGAGGAGA |
| Interg LMR | CTTTGGCACACTGCCATCTA | CCTTTTCATGAGACCCGAAA |
| Interg3 | ATGCCCCTCAGCTATCACAC | GGACAGACATCTGCCAAGGT |
| Hprt | CCAAGACGACCGCATGAGAG | CAACGGAGTGATTGCGCATT |
| Gapdh | CTCTGCTCCTCCCTGTTCC | TCCCTAGACCCGTACAGTGC |

How the deposited data were processed for this re-analysis (not part of the article)

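Methylation was measured in 3 libraries of mouse ES cells. CTCF ChIP-BisSeq, in which DNA immunoprecipitated with an anti-CTCF antibody is bisulfite sequenced, was done in 2 replicates with wild type cells. WG-BisSeq was done once in REST knockout cells. For each library, the authors deposited counts per CpG, the number of observations and the number of methylated observations, which they made by aligning the reads to mm9 and calling methylation as in their earlier study. The deposited counts are whole numbers without normalization and list only CpGs with at least 1 observation. Every listed position on the autosomes and sex chromosomes is the C of a CpG on the plus strand of mm9. Whether both strands were combined at that position, which aligner was used and whether PCR duplicates were removed is not named in the paper's text. A CpG missing from a library was given a coverage of 0.

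Replicate 1 of ChIP-BisSeq holds 13411280 observations, replicate 2 holds 25262179 and the REST knockout library 273375318. In the REST knockout library the fraction of observations at a few CpGs is large, with 14175639 at a single CpG. Those CpGs enter the mean coverage, which sets the zero point of CTCF enrichment, and the share of methylated observations over the genome. At a coverage of 10, the methylation of a single CpG has a wide interval. With 0 of 10 observations methylated in replicate 1 at position 149766231 of chromosome 7, the exact interval reaches 30.8%. The wild type WG-BisSeq data, the list of LMRs, the CTCF and REST ChIP-seq data and the hMeDIP data are not among the deposited counts used here, and the conclusions that rest on them were not analysed.

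The counts were indexed on the 21342492 CpGs of the autosomes and sex chromosomes of mm9 (NCBIM37) with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Genes, exons and introns are from the GENCODE annotation of that build. Exact matches to the CTCF consensus were searched on both strands in a 20 bp frame, and matches to the canonical REST consensus likewise. One alternative allowed 1 mismatch to the CTCF consensus outside positions 8, 11 and 16. Primers of Table S1 were placed by exact matches. The intervals of the H19 DMR and of LMR1 to LMR4 were read from the axes of Figure 1C before the counts were seen.

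ChIP-BisSeq replicates were pooled by adding their counts, as the paper states for its analysis, and each was also used alone. Correlations between replicates are Pearson's r across CpGs or windows. Their expected value under counting error alone was simulated from common methylation levels. For windows of 200 bp around bound CTCF matches, each ChIP-BisSeq replicate was compared with the REST knockout library by Fisher's exact test on the summed counts, with Benjamini-Hochberg adjustment. A window was called different when both replicates had an adjusted p under 0.05 and both differed by at least 20 percentage points in the same direction. This test compares libraries and not conditions, since genotype, strain and assay differ together between them. It was tested on simulated data before it was applied, with 200 of 6271 windows changed by 40 percentage points. It recovered 56.5% of the changed windows, and 87.5% of those with at least 30 observations in the REST knockout library, with 1 false call among 6071 unchanged windows. Between the 2 ChIP-BisSeq replicates, which are of one condition, the test called 690 of 6271 windows, although without the rule on both replicates. The simulated number of false calls need therefore not hold for the real libraries.

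At the loci of Figure 5B, methylation in REST knockout cells was summed over 200 bp, and bound and unbound loci were compared by an exact permutation test of the locus labels. Intervals for single loci and CpGs are exact Clopper-Pearson intervals, and intervals over REST consensus matches come from 2000 bootstrap resamples of sites. The sites named in the text follow a rule set before the data were examined. They are every locus the paper names in Figure 1C, Figure 5B and Table S1, and, among windows that differ between ChIP-BisSeq and the REST knockout library, the 5 with the largest difference in each direction.

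The alternatives tried were a minimal coverage of 5 or 20, other window lengths, another pseudocount, enrichment without division by REST knockout coverage, other limits for bound sites and for the REST knockout coverage, rank correlations, autosomes only, summed counts in place of means over CpGs, and leaving out each ChIP-BisSeq replicate in turn. Bound sites called from ChIP coverage alone, windows covered in both replicates, methylation of replicate 1 against enrichment from replicate 2, bound windows with a ChIP-BisSeq observation, and mean coverages without the most covered CpGs were added after the data had been seen. CpGs on mitochondrial DNA were left out. Figures were drawn with matplotlib 3.10.9.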

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

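The test below was chosen only after the coverage at these loci had been seen.

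CTCF ChIP-BisSeq coverage was high at 2 of the loci that Figure 5B uses as not bound by REST, for which the paper reports no CTCF data. The pooled coverage was 75.3 observations per CpG at A6300Rik and 49.3 at the intergenic LMR on chromosome 9, or 41.6 and 27.2 times the mean of the libraries. At the other loci of Table S1 with a CpG it was at most 7.00, at Gapdh. Both replicates show the coverage, with 29.5 and 45.8 observations per CpG at A6300Rik and 22.7 and 26.7 at the intergenic LMR. An exact match to the CTCF consensus, ACACTGCCATCTAGTGGCTA, lies inside the intergenic amplicon at 122638858 to 122638877. At A6300Rik the match ATGCTGCCACCTGCTGGGCA lies at 10868176 to 10868195, outside the amplicon that begins at 10868248. Zmynd8, the remaining unbound locus, had 5.57 observations per CpG and no match within 500 bp. Among the REST-bound loci, Muc3 had 1.71 observations per CpG and a CTCF match within 500 bp, CTGATGCCCTCTTCTGGATA at 137610670 to 137610689. No CpG lies in the 200 bp around that match, so its coverage could not be measured.

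A high coverage in any library, as collapsed repeats or amplified sequence would give, is argued against by the REST knockout library. Its coverage per CpG at these loci was 3.67 and 0.778 times the median of its listed CpGs, with a median of 2.22 over both loci. A candidate explanation is that CTCF occupies these loci in wild type ES cells, which was found and tested on the same data. Whether CTCF also binds there in REST knockout cells was not tested, and no CTCF-depleted sample is in the series. At A6300Rik, 33.4% of 452 wild type ChIP-BisSeq observations were methylated (95% interval 29.1% to 38.0%) against 18.9% in the REST knockout library. The wild type value differed between the replicates, with 74 of 177 observations methylated in replicate 1 and 77 of 275 in replicate 2. At the intergenic LMR, 31.8% of 148 wild type and 35.7% of 14 REST knockout observations were methylated, which do not differ beyond counting error. The low methylation of these loci in REST knockout cells may therefore belong to sites bound by another factor, a possibility that these counts leave open.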

How the results depend on the processing

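The settings that call bound sites from ChIP coverage alone, that keep windows covered in both replicates, that set methylation of replicate 1 against enrichment from replicate 2, that keep bound windows with a ChIP-BisSeq observation, or that take mean coverages without the most covered CpGs were chosen only after the data had been seen. Among the summary results, 51 values under an alternative stayed within the limits set for them and 45 moved beyond, and none changed sign, 2 of them reaching 0. The limit was the spread or interval for a single value, 1.5 times for a count, and the direction and side of the threshold for the difference between bound and unbound loci. Among single loci of Figure 5B, 32 stayed and 4 moved. The cause was not tested for any of the changes below.

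The difference between bound and unbound loci in REST knockout cells kept its direction under all 4 alternatives, between 33.2 and 54.1 percentage points. Its p cannot show stability, since it stays at the smallest value that 6 loci against 3 allow. The loci that moved were A6300Rik with 500 bp and 1 kb, Zmynd8 with 1 kb and Zfp423 over the amplicon alone (64.2%). The deficit at REST consensus matches shrank from -11.8 to -3.39 percentage points as a mean over sites.

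Between the replicates, r was 0.772 at a minimal coverage of 5, and Spearman's rho was 0.705. The difference in means was -3.51 percentage points at a minimal coverage of 20. The r of the enrichments was 0.817 with a pseudocount of 0.25, 0.870 without division by REST knockout coverage and 0.873 for windows covered in both replicates. As a mean over CpGs with a coverage of at least 10, genome-wide methylation was 27.8% in replicate 1, 26.7% in replicate 2 and 54.7% in the REST knockout library, so that the order of the replicates changed. On autosomes only it was 44.9% in replicate 1 and 63.0% in the REST knockout library, each outside the narrow counting interval.

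The share of CTCF matches with a CpG was 29.7%, and 22.0% with 1 mismatch allowed. For bound matches it was 40.8%, and 32.1% with 1 mismatch allowed, 46.3% at an enrichment of at least 4, 46.5% from ChIP coverage alone, 41.9% for the 33461 bound windows with a ChIP-BisSeq observation and 41.3% with mean coverages without the most covered CpGs. For CpGs within the motif, rho with enrichment was -0.248 at a minimal coverage of 20, -0.657 without division by REST knockout coverage, -0.234 with 1 mismatch allowed and -0.153 for methylation of replicate 1 against enrichment from replicate 2, against -0.393 with the replicates exchanged. At position 5–6 it was -0.279 at a minimal coverage of 20 and -0.649 without that division. Leaving out 1 replicate gave -0.230 to -0.182 for all motif positions and -0.254 to -0.211 at position 5–6. The size of these coefficients therefore depends on the setting, and their sign did not change under the alternatives tried.

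With 1 replicate left out, the mean was 0% to 10.6% at the H19 DMR, 7.14% to 14.3% at LMR1 and 21.6% to 22.2% at LMR4. LMR4 was at 26.6% with a minimal coverage of 20 and 24.9% from summed counts. At LMR1, replicate 2 alone had 1 CpG with a coverage of 10.

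For ChIP-BisSeq against the REST knockout library, r across windows was 0.759 with at least 20 summed REST knockout observations and 0.791 with at least 10 at each CpG, and 0.593 to 0.661 with 1 replicate left out. The median difference was 0 with at least 10 REST knockout observations at each CpG, -4.23 at an enrichment of at least 4, and -4.92 to -2.79 with 1 replicate left out. Windows called lower in ChIP-BisSeq numbered 261 of 3857 (6.77%) with at least 20 REST knockout observations, against 446 of 6271 (7.11%), so that the count fell with the number of windows tested, and 568 to 749 with 1 replicate left out. Windows called higher numbered 91 of 4946 (1.84%) at an enrichment of at least 4, against 158 of 6271 (2.52%), and 261 to 541 with 1 replicate left out. With replicate 1 alone, 568 windows were lower and 541 higher, so that the excess of lower windows rests mainly on replicate 2.

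The depth of the REST knockout library limits the comparison of windows, which had a median of 25 observations in it against 228 in the pooled ChIP-BisSeq replicates. In simulated counts, 56.5% of windows changed by 40 percentage points were recovered. No paired analysis was possible because the REST knockout library has no replicate number. The relation of methylation to the distance from the CTCF motif, planned before the data were examined, is not reported.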

Differences from the paper's values

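The paper gives an r of 0.91 for CTCF enrichments between the ChIP-BisSeq replicates, and the r across CTCF consensus windows was 0.860 here. None of the alternatives set before the data were examined closed the gap, with 0.817 for a pseudocount of 0.25, 0.870 without division by REST knockout coverage and 0.861 for windows of 500 bp. Keeping only windows covered in both replicates, a setting chosen after seeing the values, gave 0.873.

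Of the predicted sites with a CpG, the paper reports 42.2% with one at position 5–6 of the motif, and 75.6% of the consensus matches with a CpG had one there. With 1 mismatch allowed, set before the data were examined, the value was 64.2%, which did not close the gap. The share of predicted sites with a CpG, 24.5% in the paper, was 29.7% of the consensus matches, and the share of occupied sites without a CpG, 57% in the paper, was 59.2% of the bound matches. Neither pair differs by more than 1.5 times. The second share depends on how bound matches are called. Only 52182 of the 66204 matches have a CpG in their window and could be called bound. Of the bound matches, 6251 had no ChIP-BisSeq observation. Under other definitions the share without a CpG ranged from 53.5% (ChIP coverage alone) to 67.9% (1 mismatch allowed).

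For the loci of Figure 5B, a value was taken as different when it lay beyond the counting error of the locus and one value was more than 1.5 times the other. The paper's text does not give the interval behind Fig. 5B. The 200 bp used here are the length of Fig. 5A, where windows are centred on the REST motif and not on the amplicon. A gap may therefore come from unlike intervals. At A6300Rik in REST knockout cells, Fig. 5B shows about 53% methylation, read by eye, and the value over 200 bp was 18.9%. Of the alternatives set before the data were examined, 500 bp (37.3%) and 1 kb (47.9%) around the amplicon fall within these limits, and the amplicon alone (22.2%) and the mean over CpGs (18.3%) do not. At Zmynd8, Fig. 5B shows about 31%, read by eye, and the value was 14.3%. Here only 1 kb around the amplicon (24.0%) falls within these limits, and the amplicon alone (17.1%), 500 bp (12.2%) and the mean over CpGs (13.0%) do not. At Muc3, with about 91% in Fig. 5B, read by eye, against 69.2%, and at Ciita, with about 55% in Fig. 5B, read by eye, against 72.5%, the gap exceeded the counting error and stayed under 1.5 times.

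The paper states that ChIP-BisSeq recovered the unmethylated alleles exclusively at DMRs. At the H19 DMR, 8.49% of the pooled ChIP-BisSeq observations were methylated (95% interval 6.14% to 11.4%), and 7 of 18 CpGs had no methylated observation.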

Other observations

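The test in windows beside the REST-bound loci and the comparison of coverage classes at equal CpG density were chosen only after the values had been seen, and the other tests here were set before their results were seen. The REST knockout library differs from the ChIP-BisSeq libraries in genotype, strain and assay, so that no difference between them can be assigned to CTCF binding or to REST.

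Around bound CTCF matches, 6310 windows of 200 bp had a pooled ChIP-BisSeq coverage of at least 10 at each CpG and at least 10 observations in the REST knockout library. Pearson's r between ChIP-BisSeq and REST knockout methylation was 0.680 across these windows, and 0.836 between the replicates. The median difference, ChIP-BisSeq minus REST knockout, was -2.27 percentage points, which is smaller than the median difference of -3.38 between replicate 2 and replicate 1. Without replicate 1 it was -4.92. In the 1058 windows with at least 60% methylation in the REST knockout library, ChIP-BisSeq was lower, by -13.2 percentage points on average. Counts drawn from ChIP-BisSeq methylation at the depth of the REST knockout library gave -4.22 (SD 0.257 over 200 draws). The draws treat observations as independent, while the variance between the ChIP-BisSeq replicates at single CpGs was 2.58 times that expected from counting. They therefore cannot decide whether shallow counts are the whole cause. Where windows were grouped by replicate 1 at 60% or more, replicate 2 lay above the REST knockout library by 7.38 percentage points. The sign therefore follows the library that defines the group. The replicates correlate more closely with each other (0.836) than the pooled replicates do with the REST knockout library (0.680). Replicate 2 could thus lie above that library with or without a true difference, so this grouping cannot decide for selection of windows by the REST knockout value. Among windows above the median REST knockout coverage, the 312 at 60% or more had a smaller gap of -6.09 percentage points, which goes with shallow counts as part of the cause. No biological explanation was tested.

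Of 6271 windows covered in both replicates, 446 were lower and 158 higher in ChIP-BisSeq than in the REST knockout library. At an unadjusted p under 0.05 in place of the adjusted p, the numbers were 972 and 320. Between the replicates, the same test called 690 windows, 582 of them lower in replicate 2. Within the same 6271 windows, each replicate alone differed from the REST knockout library in 1109 and 1012 windows, at lower depth, so the count for both replicates is the stricter one. With all windows covered in the replicate used, 568 of 6272 windows were lower and 541 higher with replicate 1 alone, and 749 of 6309 were lower and 261 higher with replicate 2 alone. With 1 pair of replicates and 1 REST knockout library, the spread between libraries and a difference of the bound molecules cannot be told apart. The lower windows may include imprinted loci, where CTCF binds 1 allele. Only 2 tested windows lay within 5 kb of the start of a listed imprinted gene, Peg3 and Cdkn1c, and 0 of them were lower (one-sided Fisher exact test, p = 1), too few to decide. The list of 25 imprinted genes was written before the data were examined.

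The 5 lower windows with the largest difference have few REST knockout observations. They lie near Csmd3 on chromosome 15 (48624358 to 48624557; 1.66% and 3.31% in the replicates, 100% of 11 REST knockout observations), near Ripply1 on chromosome X (136308927 to 136309126; 0.787% and 7.89%, 100% of 10), near a U5 gene on chromosome 9 (65044675 to 65044874; 0.901% and 6.64%, 88.2% of 17), over an exon of Ipo4 on chromosome 14 (56248250 to 56248449; 13.4% and 26.7%, 100% of 10) and near Gm9898 on chromosome 1 (30837203 to 30837402; 23.2% and 19.1%, 100% of 14). The 5 higher windows lie near Gm15200 on chromosome 10 (42429732 to 42429931; 90.9% and 87.5%, 0% of 11), near Cops7a on chromosome 6 (124916837 to 124917036; 87.5% and 90.9%, 0% of 31), near Gm8017 on chromosome 16 (20808408 to 20808607; 75% of 4 and 100% of 7 observations, 0% of 11), near a SNORA17 gene on chromosome 1 (66942358 to 66942557; 89.5% and 63.2%, 0% of 11) and near Ninj1 on chromosome 13 (49268952 to 49269151; 96.4% and 69.2%, 7.14% of 14). Of these higher windows, 3 hold a single CpG, those near Cops7a, Gm8017 and the SNORA17 gene. A C-to-T strain variant at a CpG would be read as unmethylated, and no list of variants was available to test this, so a value of 0% there need not be a methylation level.

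At the H19 DMR, 48.7% of 271 REST knockout observations were methylated (95% interval 42.6% to 54.8%), against 8.49% of the pooled ChIP-BisSeq observations (6.14% to 11.4%; two-sided Fisher exact test between libraries, p = 3.37e-35). Several observations may come from one read or one molecule, so the p of this and the following tests on summed observations can be too small. At LMR3 and LMR4, the REST knockout library had 30.0% of 50 and 22.6% of 53 observations methylated, which did not differ detectably from ChIP-BisSeq (Fisher exact p = 0.304 and 0.859). At LMR1 and LMR2 the REST knockout library had 66.7% of only 9 and 80% of only 5 observations methylated, against 14.1% and 21.4% in ChIP-BisSeq (Fisher exact p = 0.00117 and 0.00943, or 0.00292 and 0.0157 after Benjamini-Hochberg adjustment over the 5 intervals). At strongly bound matches, motif CpGs with a coverage of at least 10 in the REST knockout library as well had a mean of 13.1% there and 7.64% in ChIP-BisSeq (1653 CpGs). At an enrichment of 1.5 to 4 the means were 25.0% and 31.4% (725 CpGs). No explanation of these differences was tested.

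Replicate 1 of ChIP-BisSeq had a higher mean methylation than replicate 2 over shared CpGs, although 43.7% of them were higher in replicate 1 and 41.1% in replicate 2. Incomplete bisulfite conversion in replicate 1 is argued against by 13290 CpGs without a methylated observation among at least 20 in the REST knockout library. There the difference between replicate 1 and replicate 2 was -1.68 percentage points, with 2.31% and 3.99%. More unbound molecules in replicate 1 are argued against by its enrichment, since coverage of bound over other windows was higher in replicate 1 than in replicate 2 by 2.17 on the log2 scale. In strongly enriched windows replicate 1 remained higher by 5.49 percentage points, against 7.78 in weakly enriched ones. The source of the offset stays open, and both replicates are of the same condition.

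In wild type ChIP-BisSeq reads, the 6 REST-bound loci of Figure 5B were less methylated than in the REST knockout library at 6 of 6 loci. The difference was -38.0 ± 21.3 percentage points (SD, n = 6 loci). An exact permutation test within loci gave a two-sided p of 0.0312, the smallest it can give. The paper shows these loci as REST-bound LMRs, which have reduced methylation in wild type cells, so their choice favours this direction. At Muc3 and St6ga the difference was not beyond counting error (two-sided Fisher exact test, p = 0.205 and 0.0653, unadjusted). Summed over the 6 loci, 42.5% of 120 wild type observations were methylated (95% interval 33.5% to 51.9%) against 73.1% of 614, with 6 to 44 wild type observations per locus. Of the 5 other loci of Table S1 with a CpG, 4 were lower in wild type reads as well. Gapdh had 1.30% of 77 observations methylated against 12.0% (two-sided Fisher exact test, p = 0.00337, unadjusted). Hprt had 0% of 10 against 5.13%, Zmynd8 7.69% of 39 against 14.3% and the intergenic LMR 31.8% against 35.7%, and these did not differ beyond counting error. A6300Rik was higher, with 33.4% against 18.9% (Fisher exact test, p = 0.00121, unadjusted). There 74 of 177 observations were methylated in replicate 1 and 77 of 275 in replicate 2, so the size of this gap depends on the replicate. A global difference between the libraries would lower the flanks too. In windows 2 kb to each side, 100% of only 16 wild type observations were methylated, 10 of them at St6ga and 0 at Ciita and Crhr2. The REST knockout library had 83.8% at the same mix of loci, a difference of 16.2 percentage points in the other direction (two-sided exact test stratified by locus, p = 0.110). With 4 loci covered, a permutation test over loci could not go below 0.125, and several observations may come from one read, so these windows are too few to decide. A global difference, loss of REST, the strain and a selection of open chromatin in ChIP reads stay open.

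Wild type ChIP-BisSeq reads were also less methylated at 2138 REST consensus matches outside bound CTCF windows. Over summed observations, the difference was -19.3 percentage points at the matches and -17.8 in the flanks. The difference between the 2 was -1.50 percentage points (95% bootstrap interval -15.3 to 9.43). Each library weights the sites by its own coverage, so a different mix of sites could give such gaps. They therefore cannot decide for a global difference between the libraries at these matches as a set. The interval leaves room for an effect of REST at part of them.

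In the REST knockout library, methylation fell with coverage, from 74.3% at CpGs with a coverage of 1 to 4 to 46.2% at a coverage of 20 to 49, a difference of 28.1 percentage points. Among CpGs with no other CpG within 100 bp it was 75.1% and 65.8%, a difference of 9.24 percentage points. Nearly all of this fall lay between a coverage of 1 to 4 and of 5 to 9, where isolated CpGs had 66.7%. With at least 10 CpGs within 100 bp, methylation fell from 52.6% to 14.6%. At equal numbers of CpGs within 100 bp, weighted by the CpGs with a coverage of 20 to 49, the difference was 12.0 percentage points, and it was 5.61 between a coverage of 5 to 9 and of 20 to 49. CpG density within 100 bp is therefore argued against as the whole cause, although the difference is smaller at equal density. The other causes of uneven coverage were not tested.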
